A study of Gallus gallus with 12 samples.

How the data were processed

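The study measured RNA in single cells of embryonic chick retina with droplet-based 3′ libraries (10x Genomics Chromium, version 2 chemistry) in which each captured transcript carries a unique molecular identifier (UMI). There were 12 libraries. Whole retina was sampled with 4 libraries at embryonic day 12 (E12) and 4 at E18. The other 4 held E16 cells enriched for retinal ganglion cells (RGCs, the neurons that project from the retina to the brain) by purification with an antibody to Thy-1, with 2 libraries from dorsal and 2 from ventral retina. The stage of these 4 libraries was taken as E16 from their titles, stage fields and protocol, although their description fields named E18. The labels did not state whether the libraries of a group came from separate embryos. They also gave no library batches, so stage and any batch that followed it cannot be told apart.

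The deposited tables held raw UMI counts per gene and cell barcode, with no normalization by the authors. The aligner, genome build, annotation and rule for calling cells were not stated, and gene coordinates are therefore not given. Each table listed 23726 genes, of which 8316 were named only by an identifier. No mitochondrially encoded gene was listed, so no filter on mitochondrial counts was applied. Chromosomes of 78.9% of the genes were read from a RefSeq gene table by symbol. All 95805 deposited barcodes had at least 601 genes detected, so the filter of at least 500 genes removed none. Library totals ranged from 1737033 to 27655687 UMIs. Intervals and floors given below cover counting error only.

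Doublets were scored within each library by the share of simulated sums of 2 barcodes among the 15 nearest neighbours in 30 principal components. The highest-scoring barcodes were left out at a rate of 0.8% per 1000 barcodes. This fixed rate removed 8427 barcodes (8.80%), with a range of 0.73% to 11.4% over libraries, and left 87378 cells. Clusters of a stage were made from all of its barcodes, before doublets were left out. The barcodes were scaled to 10000 counts, log-transformed and reduced to 40 principal components of 2000 variable genes. They were joined in a graph of 20 nearest neighbours. Leiden clusters were found at a resolution of 1 (Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2). Libraries were not aligned to each other.

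A cluster was named from marker lists fixed beforehand, with doublets included in its counts. The name required at least 3 markers of the class at 50 CPM (UMI counts of a gene scaled to a common total) and at least 2-fold over the lower quartile of clusters, a log2 margin of 0.2 over the next class, and no other class with more of its markers among the 10 leading genes of the cluster. Classes are written as "photoreceptor-like" and so on, since the name rests on RNA alone. Clusters that matched the weighted sum of 2 clusters of different classes with a correlation of at least 0.96, and better than any single cluster by 0.015, were left unnamed. The details of this naming procedure were set with the counts in view. Clusters within a class were made in the same way from the cells of that class without doublets. This was done at E18 for 5 classes and at E16 for RGC-like cells.

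The library was the replicate in every test. Whether the libraries of a group shared embryos is not known. If they did, the p values measure the spread between libraries and not between embryos. Shares of cells per class were compared with two-sided exact permutation tests, adjusted by the Benjamini-Hochberg method over 8 classes. For genes, UMIs were summed per library over the cells of a class. These sums were tested with the edgeR quasi-likelihood method (edgeR 4.0.16, limma 3.58.1, R 4.3.3), with filtering by filterByExpr, scaling by the trimmed mean of M values (TMM) and Benjamini-Hochberg adjustment over the genes tested. Adjusted p values for genes come from this model unless DESeq2 (1.42.0) is named. Calls required an adjusted p under 0.05, and at least a 2-fold change between stages. No fold minimum applied to the dorsal-ventral comparisons. A separate term tested whether the dorsal-ventral difference differed between RGC-like and amacrine-like cells. Numbers of cells per RGC-like cluster were tested in the same way, with the number of RGC-like cells per library as the offset and without TMM. The clusters of that test were made without the genes called between dorsal and ventral RGC-like cells.

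Named genes followed a rule: up to 5 with the largest rise and 5 with the largest fall per comparison, among called genes with a symbol, at least 50 CPM in the higher group and no overlap between the libraries of the groups. No gene of the difference between classes was named by this rule, because separation of libraries is not defined for that term. The genes of a list of 44 visual opsin, phototransduction and photoreceptor regulator genes and of a list of 34 dorsal-ventral genes were read out separately. Some genes of the rule and lists are not reported here. The comparisons, tests, marker lists, gene lists and naming rule were chosen before the data were examined. Where a group had no UMI of a gene, the fold is given as a lower bound from 3 counts over the TMM-scaled total of the group. With 1 to 3 counts, the ratio of pooled counts over these totals is given with its 95% interval from the exact binomial distribution. Standard errors of log2 changes come from the information matrix of the fitted model, with the variance of each sum at least that of counting error.

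Both tools were tested on simulated counts with the depth and library numbers of each comparison. With 200 genes changed 4-fold, edgeR recovered between 186 and 200 of them in the 6 stage comparisons, and false calls made up at most 4.37% of its calls there. With 2-fold changes it recovered 153 of 200 in the dorsal-ventral RGC-like comparison and 84 of 200 in the amacrine-like one. False calls made up 4.97% and 3.45% of calls in these, 5.42% and 5.26% at 4-fold, and 2.70% and 10.5% at 1.5-fold. In stage comparisons with 2-fold changes and no fold minimum, false calls made up at most 7.19%. In simulations of cluster numbers with 3-fold to 5-fold changes, the abundance test recovered 397 of 400 and called 24 of 6000 unchanged clusters. The changed clusters swapped their shares there and the others kept theirs. False calls caused by a rise of a single cluster were therefore not simulated.

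Alternatives planned beforehand were DESeq2, library totals without TMM, no low-count filter, at least 1000 genes per barcode, at least 200 genes per barcode, doublets kept, replicate number as a block, other resolutions, numbers of variable genes and seeds of the clustering, a class for each cell from its own marker counts, all 12 libraries in 1 fit, and leaving out each library. Further alternatives were chosen after the data had been seen: a lowest UMI count shared by both stages (1217), unnamed mixture clusters kept in a class, equal numbers of cells per cluster in each library, thinning of RGC-like cells with at least 1000 UMIs to 1000, and library totals for the gene lists. With doublets kept, another minimum of genes or a shared lowest UMI count, the clusters stayed the same and only the cells counted changed. Figures were drawn with matplotlib 3.10.9. E12 clusters left without a class, and non-RGC classes of E16 other than amacrine-like cells, entered no gene test. E16 and E18 RGC-like cells were not tested gene by gene, since stage and purification differed together.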

Results

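The data comprised 95805 cell barcodes from 12 single-cell libraries of chick retina, collected to catalogue the cell types of this tissue; the series title gives their number as 150. The 4 E12 whole-retina libraries held 56624 barcodes, with totals between 25226502 and 27655687 UMIs and median depths between 1569 and 1745 UMIs per barcode. The 4 E18 whole-retina libraries held 30022 barcodes, with totals between 16436527 and 16967777 UMIs and medians between 1617 and 1681. The E16 RGC-enriched libraries were smaller. Dorsal replicates 1 and 2 held 955 and 1357 barcodes, 1737033 and 2886101 UMIs, and medians of 1670 and 1872 UMIs. Ventral replicates 1 and 2 held 3585 and 3262 barcodes, 15237958 and 13829514 UMIs, and medians of 4161 and 4166 UMIs. Depth thus differed between the regions far beyond its spread within each region. The lowest UMI count of a barcode was between 1106 and 1217 in the E12 libraries and between 699 and 731 in the E18 libraries.

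The composition of the retina was compared between stages by the share of cells in each class per library. Photoreceptor-like cells made up 15.6% ± 0.57 of E18 cells and 0.98% ± 0.088 of E12 cells (mean ± SD, n = 4 libraries at each stage here and below). Bipolar-like cells, the interneurons between photoreceptors and RGCs, rose from 4.53% ± 0.15 to 37.9% ± 0.71. Muller glia-like cells rose from 3.84% ± 0.34 to 12.6% ± 0.42, and horizontal cell-like cells from 3.50% ± 0.34 to 6.77% ± 0.20. Amacrine-like cells, the inhibitory interneurons of the inner retina, were 49.3% ± 0.68 at E12 and 17.9% ± 0.55 at E18. RGC-like cells were 13.9% ± 0.14 at E12 and 2.07% ± 0.19 at E18. Each of these differences had a two-sided exact permutation p of 0.0286, which is the smallest that 4 against 4 libraries allow and stayed 0.0286 after Benjamini-Hochberg adjustment over 8 classes. No E12 library overlapped an E18 library in any of them. The alternative that moved the photoreceptor-like difference of 14.6 percentage points most was a minimum of 1000 genes per barcode, which left 4.05 points. When each cell was classed from its own marker counts, photoreceptor-like cells were 2.04% of E12 cells and the difference was 13.0 points.

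Cycling progenitor-like cells formed 3.59% ± 0.13 of E12 cells and no E18 cluster (exact permutation p 0.0286, n = 4 each). Oligodendrocyte-like cells formed 0.54% ± 0.047 of E18 cells and no E12 cluster (exact permutation p 0.0286, n = 4 each). The absence of a cluster is not the absence of such cells. When each cell was classed from its own marker counts, 0.71% of E18 cells were progenitor-like, and the oligodendrocyte-like difference reversed to -1.25 points, with 4.01% at E12 and 2.76% at E18. At E12, 20.4% ± 0.41 of cells stayed in clusters without a class, against 6.60% ± 0.27 at E18 (n = 4 each). Among these E12 clusters was a cluster of 479 cells that shared the leading genes PRDM1 and RBP4 with the photoreceptor-like cluster of 494 cells. It was not counted in the E12 photoreceptor-like share and entered no gene test. Of all E12 cells, 11.2% ± 0.36 lay in clusters equal to the sum of 2 other clusters, and no cells did in the other groups.

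**Figure D1:**
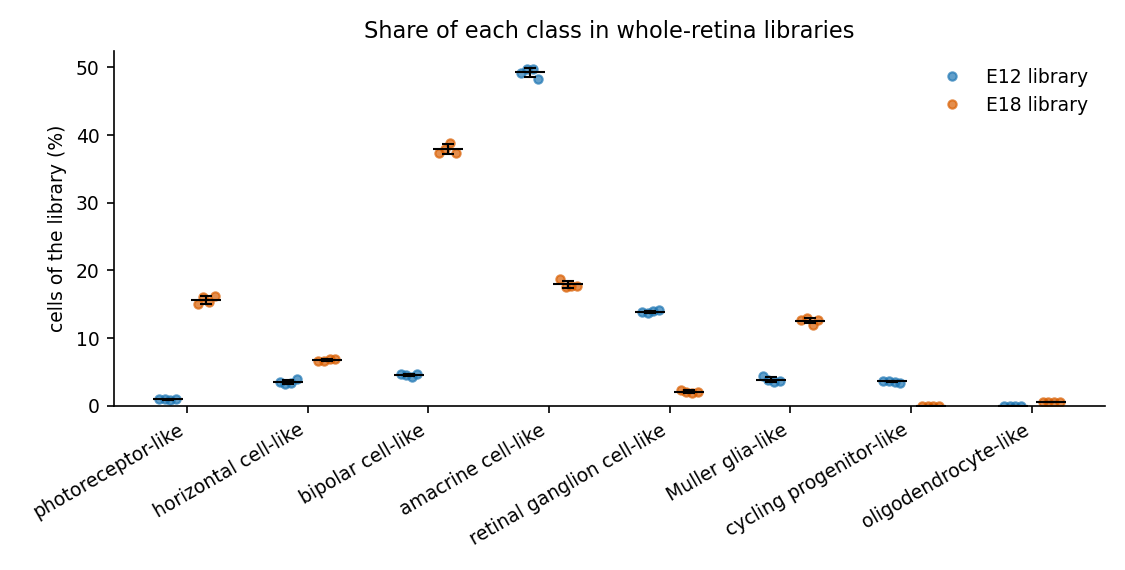
Share of cells (percent) per class in each of the 4 E12 and 4 E18 whole-retina libraries, with the mean (line) and SD (bar). Bipolar-like cells averaged 37.9% at E18 and 4.53% at E12, and the libraries of the stages did not overlap in any class.

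The purification was examined by the share of RGC-like cells. It was 86.1% ± 2.05 over the 4 E16 libraries and 2.07% ± 0.19 over the 4 E18 whole-retina libraries, a difference of 84.0 percentage points (two-sided exact permutation p 0.0286, n = 4 each, the smallest possible). Stage and purification changed together in this comparison. Within E16, RGC-like cells were 87.9% ± 0.011 of dorsal and 84.3% ± 0.39 of ventral cells (n = 2 each). Amacrine-like cells made up 9.49% ± 0.29 of dorsal and 11.3% ± 0.18 of ventral cells. With 2 libraries per region, no exact test can reach 0.05, and none was run.

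Gene expression was compared between E18 and E12 within each class. In photoreceptor-like cells, 1247 genes were higher and 825 lower at E18 among 7584 tested, from summed totals between 171580 and 1454400 UMIs per library. A minimum of 1000 genes per barcode left 658 higher and 314 lower among 3088 tested. TMM and library totals differed by 0.46 in the median log2 change of all genes in this class, and changes are given relative to the TMM scaling. With library totals alone, 2182 genes were higher and 423 lower. Leaving out E18 replicate 1, 2, 3 or 4 gave 792, 786, 795 and 785 genes higher and 526, 527, 525 and 514 lower, because between 4031 and 4055 genes then passed the low-count filter. ARR3, MEF2C, TULP1 and PDE6C were among the genes with the largest rise and had no UMI at E12. ARR3, encoding cone arrestin, was at 1658 ± 59.8 CPM at E18 (SD, n = 4), at least 370-fold above the E12 floor (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 4.1e-55). MEF2C, TULP1 and PDE6C were at least 164-fold, 97.4-fold and 96.4-fold higher. HINTW, a gene of the female-specific W chromosome, was at 1093 ± 176 CPM at E12 and had no UMI at E18, at least 2328-fold lower. Among the other named genes, PRLH changed by -5.20 ± 0.091 (log2, SE), LYPD6 by -4.91 ± 0.34, STMN2 by -4.67 ± 0.082 and ACTG2 by -4.65 ± 0.21.

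In bipolar-like cells, 1379 genes were higher and 797 lower at E18 among 10031 tested, and the scalings differed by 0.11 in the median log2 change. TUBA4A rose from no UMI at E12 to 98.7 ± 4.54 CPM (n = 4), at least 102-fold. FNDC9L had a single UMI at E12 and a ratio of 167 (95% interval 30.0 to 6621). PPP1R1C rose by 7.66 ± 0.72 (log2, SE), SPON1 by 6.64 ± 0.48 and MEF2C by 6.05 ± 0.59, from 4, 9 and 6 UMIs at E12. HINTW was at least 3327-fold lower. ZIC2 changed by -4.15 ± 0.11, CCDC80 by -3.95 ± 0.21, SOX12 by -3.77 ± 0.076 and TFAP2D by -3.65 ± 0.17. The largest adjusted p among these 10 genes was 2.4e-15 (edgeR quasi-likelihood, Benjamini-Hochberg).

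Horizontal cell-like cells had 903 genes higher and 867 lower at E18 among 8018 tested, with 0.13 between the scalings. ADAMTS17 rose by 6.37 ± 0.72 (log2, SE), RTN4R by 6.36 ± 0.55, TUBB6 by 6.29 ± 0.51 and KCNJ4 by 6.21 ± 0.72. MLPH had 3 UMIs over the 4 E12 libraries and a ratio of 89.9 (95% interval 30.5 to 438). HINTW was at least 988-fold lower. INHBB had a single UMI at E18 and was higher at E12 by a ratio of 210 (37.2 to 8362). Of its 147 UMIs at E12, however, 98 lay in the 43 cells of a cluster that shared leading genes, INHBB among them, with the photoreceptor-like cluster, so the value is not that of horizontal cells alone. GBX2 changed by -5.67 ± 0.81, and its 4 UMIs at E18 all came from replicate 4. CHGB changed by -5.36 ± 0.32 and TFAP2D by -5.05 ± 0.62. The largest adjusted p among these genes was 6.8e-19 (edgeR quasi-likelihood, Benjamini-Hochberg).

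Among amacrine-like cells, 1469 genes were higher and 888 lower among 12034 tested. The scalings differed by 0.21, and without TMM the numbers were 1955 and 584. KLF9 rose by 5.73 ± 0.11 (log2, SE), from 5.23 ± 1.06 to 279 ± 11.7 CPM (SD, n = 4 each). NRGN rose by 5.28 ± 0.17, C5H11ORF96 by 5.25 ± 0.19, NPY by 4.33 ± 0.099 and CHRNA7L by 4.22 ± 0.16. HINTW was at least 4162-fold lower at E18. EBF3 changed by -5.12 ± 0.20, SFT2D1 by -3.36 ± 0.18, OTX2 by -3.28 ± 0.076 and NFIB by -3.07 ± 0.088. The largest adjusted p among these was 4.0e-13 (edgeR quasi-likelihood, Benjamini-Hochberg). OTX2 also served as a marker of bipolar cells, and cells of that class within the E12 sums were not excluded.

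For whole-retina RGC-like cells, 1089 genes were higher and 784 lower at E18 among 10130 tested, with 0.17 between the scalings and 1408 and 559 genes without TMM. KLF9 was again the gene with the largest rise, by 6.22 ± 0.17 (log2, SE), from 5.06 ± 0.61 to 381 ± 13.0 CPM (SD, n = 4 each). HPCA rose by 4.25 ± 0.079, NECAB2 by 4.12 ± 0.21, CHRNA6 by 4.00 ± 0.23 and NRGN by 3.94 ± 0.084. HINTW was at least 335-fold lower. KLHL35 changed by -4.16 ± 0.39, TFAP2A by -3.72 ± 0.24, PHGDH by -3.37 ± 0.20 and CHD7 by -3.21 ± 0.24. The largest adjusted p among these was 2.0e-19 (edgeR quasi-likelihood, Benjamini-Hochberg). TFAP2A also served as a marker of amacrine cells, and cells of that class within the E12 sums were not excluded.

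In Muller glia-like cells, 1673 genes were higher and 1104 lower at E18 among 9751 tested. Here the scalings differed by -0.22, and without TMM the balance changed to 1360 higher and 1642 lower. HEPACAM, CHDSD, KCNJ12 and CLCN2 had no UMI at E12 and were at least 244-fold, 99.6-fold, 71.0-fold and 56.0-fold higher. CCDC3 had a single E12 UMI and a ratio of 684 (95% interval 123 to 27011). HINTW was at least 2146-fold lower. The E12 cells of this class came from a single cluster, in which 9 Muller glia markers were detected. FGFBP3 was among its 10 leading genes and also led an unnamed cluster with 9 cycling progenitor markers, so the naming does not separate E12 glia from progenitors outside division. FGFBP3 changed by -8.80 ± 0.52 (log2, SE), FGF8 by -6.20 ± 0.37, GRIFIN by -6.08 ± 0.55 and RPESL by -5.56 ± 0.37. The largest adjusted p among these was 9.97e-21 (edgeR quasi-likelihood, Benjamini-Hochberg). All 60 genes that the naming rule chose in the stage comparisons kept their direction and call under every alternative that gave them an adjusted p, including library totals.

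**Figure D2:**
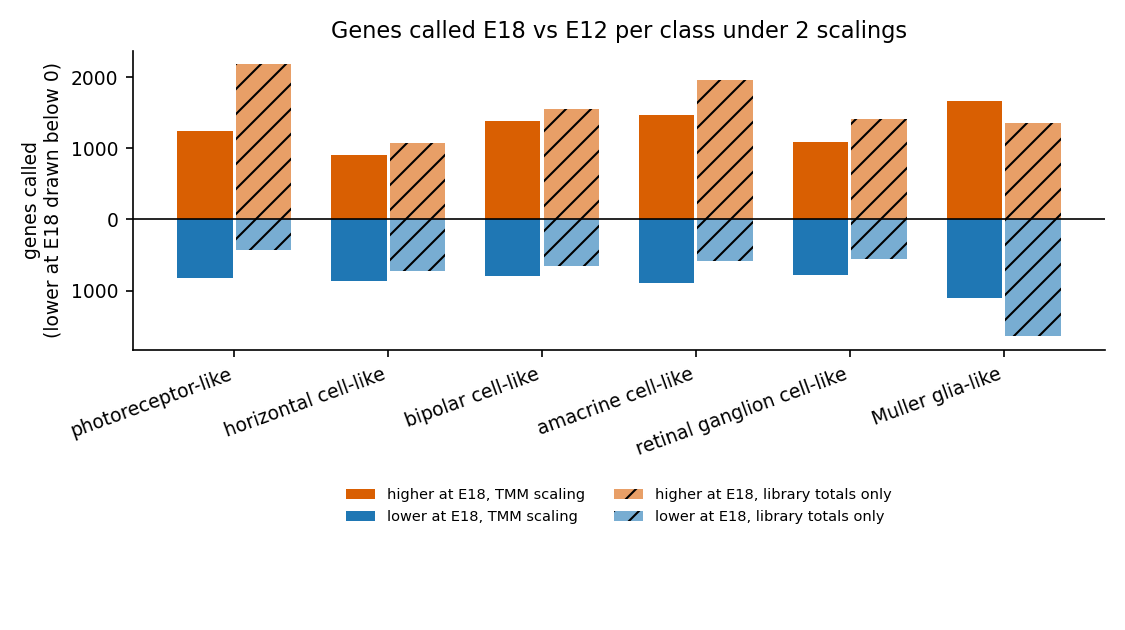
Number of genes called between E18 and E12 per class, with genes higher at E18 above 0 and genes lower at E18 below 0, under TMM scaling (plain bars) and library totals (hatched bars). In Muller glia-like cells the larger group changed from 1673 genes higher to 1642 genes lower between the scalings.

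Visual opsins and the phototransduction machinery were read out from the photoreceptor-like comparison with the fixed list. Of its 44 genes, 38 were in the files and 32 could be tested. Of these, 24 were called over all genes tested and 24 adjusted over the list alone, 20 of them higher and 4 lower at E18. Several of the list's genes, such as ARR3, PDE6C and OPN1LW, also served as markers for naming photoreceptor-like clusters. The red cone opsin OPN1LW rose by 9.54 ± 0.59 (log2, SE; adjusted p 1.7e-73 by edgeR quasi-likelihood and Benjamini-Hochberg), from 6 UMIs at E12 to 6743 ± 190 CPM (SD, n = 4). The green cone opsin OPN1MSW had no UMI at E12 and was at least 91.9-fold higher, and OPN2SW rose by 4.31 ± 0.67. Also without a UMI at E12, PRPH2 was at least 39.9-fold, PDE6B at least 18.9-fold, CNGA1 at least 5.36-fold and SAG at least 4.37-fold higher. RAX had 3 E12 UMIs and a ratio of 51.7 (95% interval 17.7 to 251). The 4 genes lower at E18 were regulators of transcription: PRDM1 changed by -2.93 ± 0.083, ISL2 by -2.65 ± 0.097, RAX2 by -1.21 ± 0.097 and NEUROD1 by -1.16 ± 0.13. With library totals, 21 genes were called higher and 2 lower. RAX2 (-0.75) and NEUROD1 (-0.69) then fell short of a 2-fold change, while PRDM1 (-2.46) and ISL2 (-2.19) stayed called. For OTX2, the change of -0.12 ± 0.055 was not called and was 0.35 with library totals. The median change of the 32 tested genes was 2.59 with the fitted values of the genes at their floor included.

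The catalogue of types was described by clusters within each class. At E18, photoreceptor-like cells formed 15 clusters, horizontal cell-like cells 8, bipolar-like cells 26, amacrine-like cells 59 and Muller glia-like cells 11. RGC-like cells of the E16 libraries formed 39. Every one of these clusters held cells of all libraries of its stage. The numbers depended on the resolution: at 2, amacrine-like cells formed 70, RGC-like cells 50 and Muller glia-like cells 19 clusters, and at 0.5 they formed 49, 38 and 9. Among photoreceptor-like clusters, a cluster with 8.04% ± 0.72 of the class per library (SD, n = 4) was led by OPN1MSW, at 5620 CPM against 17.5 CPM in the other clusters. Another, with 6.28% ± 0.45, was led by OPN2SW at 2516 against 9.64 CPM.

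Dorsal and ventral RGC-like cells were compared to ask how expression depends on position. Among 11905 genes tested, 898 were higher and 845 lower in dorsal cells (adjusted p under 0.05, n = 2 libraries each), from 1531254 and 2535130 UMIs in the dorsal and 12725763 and 11667114 in the ventral libraries. Of the tested genes, 56.7% had no overlap between the regions. The 33.3% given by chance assumes libraries that vary alike. Since dorsal and ventral libraries differed in depth, no conclusion is drawn from these values. The number of genes called moved most with the tool, since DESeq2 called 326 higher and 273 lower. It also rested on single libraries: 484 and 375 genes were called without dorsal replicate 2, 488 and 486 without ventral replicate 1, and 507 and 573 without ventral replicate 2. FSTL4 was at 363 ± 0.57 CPM in dorsal and 68.0 ± 0.80 in ventral cells (SD, n = 2 each), a log2 difference of 2.42 ± 0.060 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 2.2e-20). NR2F2 was higher in dorsal cells by 2.25 ± 0.12, UTS2B by 1.79 ± 0.12, MPPED1 by 1.68 ± 0.12 and RPRML by 1.60 ± 0.18. RPRML varied between the dorsal libraries (262 ± 161 CPM) and was not called by DESeq2. UNC5C differed by -2.38 ± 0.20, TENM3 by -1.85 ± 0.18, SST by -1.48 ± 0.15, RPL14 by -1.33 ± 0.17 and PCP4 by -1.12 ± 0.078. Chosen after its values were seen, HINTW was higher in dorsal cells by 0.53 ± 0.040 (adjusted p 3.7e-10 by edgeR quasi-likelihood and Benjamini-Hochberg), at 1995 ± 45.1 against 1382 ± 49.1 CPM. Among all E16 cells of at least 2000 UMIs, 58.3% ± 1.46 of dorsal and 42.4% ± 0.47 of ventral cells had 3 or more HINTW UMIs (SD, n = 2 each), against 0% in the 4 E18 libraries, so the sexes were not balanced between the regions.

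The fixed list of dorsal-ventral genes held 34, of which 31 were in the files and 24 could be tested. In RGC-like cells, 17 were called over all genes (10 higher and 7 lower in dorsal cells) and 19 adjusted over the list alone. Of the genes kept in the list as a nasal-temporal contrast, 4 of 6 tested were called, and of the others 13 of 18. EPHA3 and EPHA5 were counted among the others, although EPHA7 was in the contrast, and both were called. Contrast genes were called about as often, so the number of calls shows no specificity for the dorsal-ventral axis. Of the whole list, DESeq2 called 9 genes, and 16 adjusted over the list alone. TBX5 was higher in dorsal cells by 5.53 ± 0.52 (log2, SE; adjusted p 4.3e-11, edgeR quasi-likelihood and Benjamini-Hochberg, n = 2 libraries each), TBX3 by 2.14 ± 0.41 and TBX2 by 1.13 ± 0.072. ALDH1A1 had 3 UMIs in ventral and 14 in dorsal cells, a ratio of 27.9 (95% interval 7.79 to 151.5) over the scaled totals. VAX1 had a single UMI in dorsal and 323 in ventral cells, a ratio of 54.0 (9.62 to 2139) in the other direction. CHRDL1 differed by -2.36 ± 0.52, and EFNA5, a gene of the nasal-temporal contrast, by -0.92 ± 0.17. VAX2, EPHB4 and GHOX were not listed in the files.

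**Figure D3:**
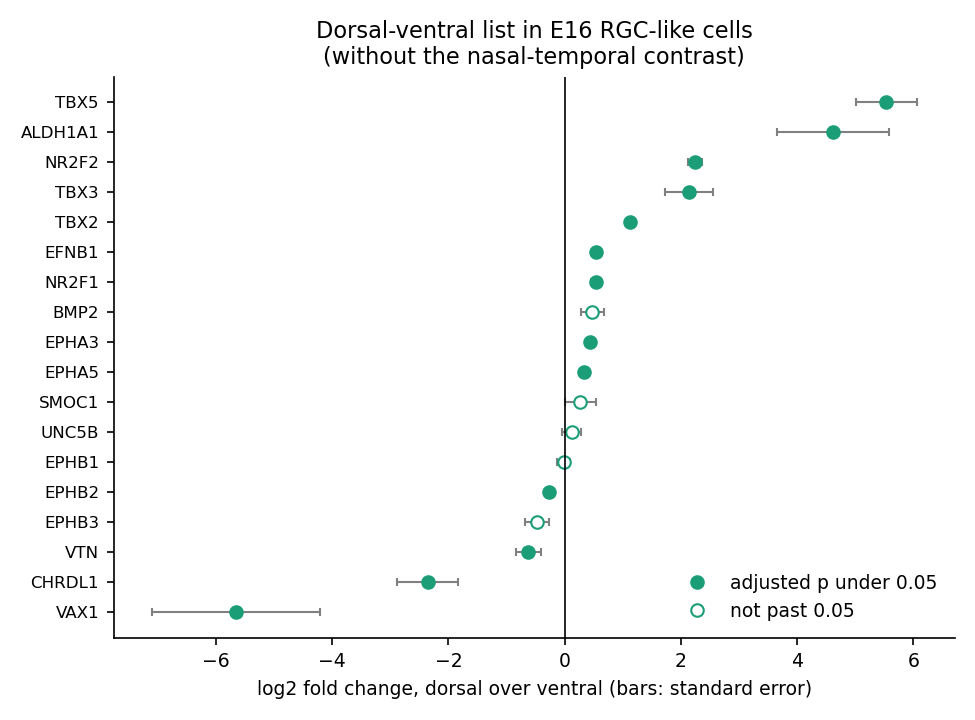
Log2 fold change (dorsal over ventral, with standard error) in E16 RGC-like cells for the tested genes of the dorsal-ventral list without those of the nasal-temporal contrast, with filled points for adjusted p under 0.05 over all genes. Filled points reach from 5.53 for TBX5 to the ventral gene VAX1, whose dorsal value rests on a single UMI.

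The contrast was repeated in the amacrine-like cells that remained after purification. Among 7636 genes tested, 184 were higher and 144 lower in dorsal cells (n = 2 libraries each), from totals between 118570 and 1198600 UMIs per library. DESeq2 called 40 and 49, and 93 and 90 were called without ventral replicate 1. NPPA and RIT2 had no UMI in dorsal cells and were at least 7.25-fold and 6.15-fold higher in ventral cells. PVALB and NPNT had a single dorsal UMI and ventral ratios of 29.0 (95% interval 5.15 to 1152) and 28.1 (4.98 to 1116). EOMES differed by -4.30 ± 0.73 (log2, SE; adjusted p 1.2e-09 by edgeR quasi-likelihood and Benjamini-Hochberg). GIP was higher in dorsal cells by 2.69 ± 0.36, CHRM2 by 2.45 ± 0.35, LMO1 by 2.59 ± 0.44, BNC1 by 3.31 ± 0.66 and FAM19A4 by 2.62 ± 0.51. The call of BNC1 was lost without ventral replicate 1 or 2, that of FAM19A4 without dorsal replicate 1 or either ventral replicate, and that of LMO1 without dorsal replicate 1. The log2 values were then 3.85 and 3.09 for BNC1, 2.20, 3.37 and 2.21 for FAM19A4, and 1.46 for LMO1. The difference itself was tested between classes: 213 genes had a dorsal-ventral difference that differed between RGC-like and amacrine-like cells, 104 with a higher and 109 with a lower dorsal-over-ventral ratio in amacrine-like cells, among 10143 tested. The balance depended on processing, with 132 higher and 84 lower for library totals and 77 and 132 with no low-count filter. Without ventral replicate 1, 15 were called higher and 9 lower, without ventral replicate 2, 57 and 73, and without dorsal replicate 2, 47 and 83. Of the 213 genes, 24, 120 and 90 were among these calls. With equal numbers of cells per cluster in each library, no gene was called and 499 of 8712 had an unadjusted p under 0.05 (edgeR, from fewer cells). In as many cells drawn at random, 54 were called and 690 of 8618 had an unadjusted p under 0.05.

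Whether the mix of RGC types differs with position was asked with the number of cells per cluster. Among 32 clusters made without the genes called between the regions, 3 were more and 14 less frequent in dorsal libraries. With TMM over clusters, 5 were more and 8 less frequent. Shares add up to a whole, so a large rise of a single cluster lowers the shares of the others. Some of the 14 calls may reflect this alone. Cluster 2, led by RPRML, ZIC2 and LMO1, held 25.2% ± 2.90 of dorsal and 2.46% ± 0.38 of ventral RGC-like cells (SD, n = 2 libraries each), a log2 ratio of 3.34 ± 0.28 (SE; edgeR quasi-likelihood, Benjamini-Hochberg adjusted p 1.2e-17). Cluster 5, led by NTS, EOMES and NPFF, held 0.39% ± 0.30 of dorsal and 7.06% ± 0.51 of ventral cells, a log2 ratio of -4.32 ± 0.60 (adjusted p 1.4e-16 by the same edgeR quasi-likelihood and Benjamini-Hochberg test). Cells with at least 1000 UMIs were also thinned to 1000. This left out 94 of 833 and 141 of 1179 cells of the dorsal libraries, but only 37 of 2927 and 40 of 2688 of the ventral libraries. In the thinned cells 10 clusters were found, of which 2 were more and 3 less frequent in dorsal libraries. Of the 639 cells of cluster 2, 497 could be thinned and were spread over 5 clusters with at least 5% of them each. Of the 404 cells of cluster 5, 394 could be thinned, and 85.3% of these stayed together.

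**Figure D4:**
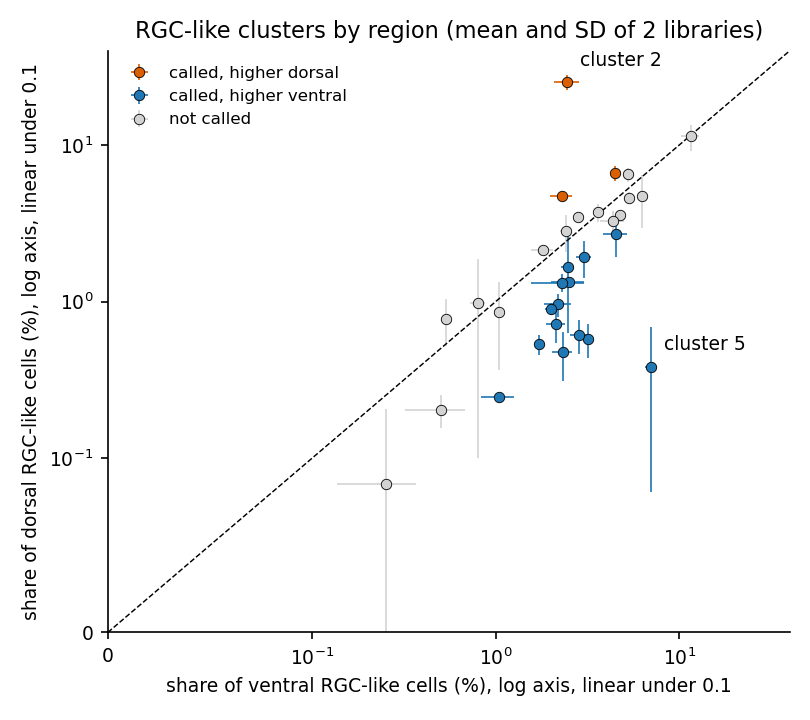
Share of RGC-like cells (percent) per cluster in ventral libraries (horizontal axis) and dorsal libraries (vertical axis), on log axes that are linear under 0.1, with the mean and SD of 2 libraries. Of the 32 clusters, 3 were called more frequent in dorsal (orange) and 14 in ventral libraries (blue).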

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

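The tests at a shared lowest UMI count and with equal numbers of cells per cluster used settings chosen after the results had been seen, and the test of counting error was limited to 6 genes after its result had been seen. Sets of 4 library values were examined within E12 and within E18. They covered barcodes, UMI totals, median UMIs, median genes, class shares and the genes of the naming rule. A library was flagged if its gap to the nearest other exceeded Dixon's 95% critical share of the whole range. This was so in 13 of 126 sets, or 10.3%, where chance gives about 5%. Values of the other list genes, of clusters, of cells with HINTW and of globin were not examined in this way. No biological explanation was tested for these 13, since the labels name no difference between libraries of a group.

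The photoreceptor-like share of E12 replicate 3 was 0.852%, apart from the other 3 libraries at 1.02% to 1.04%. Its 95% Wilson interval, from 107 of 12557 cells, was 0.706% to 1.03% and reached the shares of replicates 1 and 4. At a lowest UMI count of 1217 in all libraries, the ratio of gap to range fell to 0.771, but the gap itself was 0.180 percentage points against 0.171 before. The amacrine-like share of E18 replicate 1 was 18.8%, with the others at 17.6% to 17.7%. Its 95% Wilson interval, 17.9% to 19.7%, did not reach these shares, but the intervals of the other libraries overlapped it. The library had been selected for its gap, so counting error stays open here too. At the shared lowest UMI count the ratio for this share was 0.780, and the gap widened from 1.03 to 2.52 points because the shares of all 4 libraries spread. A different UMI distribution in these libraries therefore cannot be told apart from counting error or from a difference in dissection or in the cells themselves. Neither value changed a comparison between stages: without E12 replicate 3 the photoreceptor-like difference was 14.6 points, and without E18 replicate 1 the amacrine-like difference was -31.6 points.

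The other 11 sets were named genes in the sums of a class. In horizontal cell-like cells at E12, replicate 4 had RTN4R at 1.39 CPM (others 3.23 to 3.36) and MLPH at 0 CPM (others 1.62 to 1.68). In the same class at E18, INHBB was at 1.10 CPM in replicate 2 and GBX2 at 4.34 CPM in replicate 4, with 0 in the other libraries. FNDC9L in E12 bipolar-like cells was at 1.28 CPM in replicate 4 and 0 elsewhere. CCDC80 in E18 bipolar-like cells was at 2.49 CPM in replicate 2, against 5.66 to 6.07. In E18 amacrine-like cells, KLF9 was at 262 CPM in replicate 4 (others 284.9 to 285.4), SFT2D1 at 74.6 CPM in replicate 1 (others 54.2 to 56.3) and OTX2 at 19.9 CPM in replicate 3 (others 23.1 to 23.4). HINTW in E12 RGC-like cells was at 283 CPM in replicate 1 (others 296 to 299), and CCDC3 in E12 Muller glia-like cells at 1.11 CPM in replicate 1 and 0 elsewhere.

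Counting error was tested by whether the count in the library lay within the 95% interval given by the other 3. RTN4R, MLPH, INHBB, FNDC9L and CCDC3 had so few UMIs that no count on their side could have lain outside, and the test says nothing about them. Of the 6 genes left, 2 lay within, OTX2 and HINTW. The count lay outside for GBX2 (4 UMIs against 0, exact binomial p 0.0042), CCDC80 (10 UMIs where 23.8 were expected, exact p 0.0066), KLF9 (1202 against 1306, exact p 0.012) and SFT2D1 (341 against 255, exact p 1.1e-05). These 4 had been selected for their gap, and UMIs of a cell are not independent, so the exact p values are too small, and whether counting error suffices stays open. The comparison between stages of each gene kept its call without the library concerned.

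A difference between classes was found in the dorsal-ventral contrast: 213 genes had a dorsal-ventral difference that differed between RGC-like and amacrine-like cells (edgeR interaction term). The number rested on single libraries, with 15 genes higher and 9 lower without ventral replicate 1. With equal numbers of cells per cluster in each library, 0 genes were called and 499 of 8712 tested had an unadjusted p under 0.05. In as many cells drawn at random, 54 were called and 690 of 8618 tested had an unadjusted p under 0.05. The drop from 213 to 54 came with the smaller number of cells alone, and the drop to 0 is consistent with a different mix of amacrine-like or RGC-like clusters in the regions. A response to position that differs between the classes, RNA carried over from RGC-like to amacrine-like droplets, and the lower depth of the dorsal libraries were not tested for these genes and stay open.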

How the results depend on the processing

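The settings with a shared lowest UMI count, mixture clusters kept, equal cluster composition and thinned cells, and library totals for the gene lists, were chosen after seeing the data, and the other settings before. Of the genes that the naming rule chose, 80 entries over the comparisons gave 1129 values under alternatives. Alternatives in which a gene was not tested or had no adjusted p were not counted. DESeq2 gave values for 70 of the 80 entries, the minimum of 1000 genes for 78, and equal cluster composition for 12 dorsal-ventral entries. Of the 1129 values, 1121 kept their direction and their side of the threshold, 8 fell short of it and none reversed. The exceptions were RPRML with DESeq2 (1.72), CHRM2 in amacrine-like cells at equal cluster composition (0.05), and BNC1, FAM19A4 and LMO1 in amacrine-like cells when a library was left out.

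The class differences between stages kept their direction and an exact permutation p of 0.0286 under every setting run except for 1. With a class given to each cell from its own marker counts, the oligodendrocyte-like difference reversed to -1.249 points (2.76% at E18 and 4.01% at E12, n = 4 each). The cause was not tested. A minimum of 200 genes removed no barcode and is uninformative. At a clustering resolution of 2, only 0.014% of E12 cells were named horizontal cell-like and the difference rose from 3.27 to 6.76 points. With a class from each cell's own marker counts, it fell to 1.74 points, and the bipolar-like difference fell from 33.4 to 20.2. A minimum of 1000 genes moved the amacrine-like difference from -31.3 to -15.9 points and the RGC-like one from -11.8 to -20.9.

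Counts of genes moved with scaling. Without TMM, photoreceptor-like cells had 2182 genes higher and 423 lower at E18, against 1247 and 825, and amacrine-like cells had 584 lower against 888. The share of higher genes moved from 60.2% to 83.8% and from 62.3% to 77%. In Muller glia-like cells it moved from 60.2% to 45.3%, and in RGC-like cells from 58.1% to 71.6%. The shift of the median that accompanied each is given with the comparison. With no low-count filter, 15756 instead of 8018 genes were tested in horizontal cell-like cells, and 1461 higher and 1369 lower were called against 903 and 867. In RGC-like cells the genes lower at E18 rose from 784 to 1180. The balance of both dorsal-ventral comparisons changed side with no low-count filter. RGC-like cells then had 794 genes higher and 1055 lower in dorsal cells, against 898 and 845. Amacrine-like cells had 143 and 207, against 184 and 144. A minimum of 1000 genes per barcode left 658 higher and 314 lower in photoreceptor-like cells, where 3088 instead of 7584 genes were tested. It left 71 higher and 80 lower in the dorsal-ventral comparison of amacrine-like cells (184 and 144 with all cells). The cause of this drop was not tested.

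DESeq2 called 326 genes higher and 273 lower in dorsal RGC-like cells, against 898 and 845, and 40 and 49 in amacrine-like cells. All 599 and 89 of these had been called by edgeR. DESeq2 gave no adjusted p to 9187 of 18225 and to 14533 of 15298 genes of low mean count. In the dorsal-ventral list it called 9 genes against 17, with no adjusted p for 12 of the 31, and 16 against 19 adjusted over the list alone. With library totals, 16 genes of this list and 23 of the visual opsin list were called, against 17 and 24. In the 6 stage comparisons its counts stayed within 1.5 times those of edgeR.

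At equal cluster composition, dorsal RGC-like cells had 465 genes higher and 435 lower and amacrine-like cells 16 and 8, from fewer cells (647 and 71 per library). No gene was called for the difference between classes (0 higher and 0 lower with edgeR). At an unadjusted p under 0.05 there were 499, against 690 in as many cells drawn at random.

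Of the RGC-like clusters, 3 were called more and 14 less frequent in dorsal libraries. With TMM over clusters these were 5 and 8. With all variable genes used for clustering, 10 of 39 clusters were more frequent. At a resolution of 0.5, 5 of 23 were more frequent. After thinning to 1000 UMIs, 3 of 10 were less frequent. Fewer clusters were found at the lower resolution and after thinning, and the cause of the other changes was not tested. At a resolution of 2, Muller glia-like cells formed 19 clusters against 11. The other classes, and 4 further seeds and other numbers of variable genes for all classes, stayed within 1.5 times the number given.

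Numbers shared by replicates of different groups could mean a common preparation. The correlations that such a pairing would raise lay between -0.094 and 0.076 in 24 pairings of E12 and E18 libraries and were 0.009 and 0.034 in the 2 dorsal-ventral comparisons, so the numbers were not taken as pairs. With the replicate block, photoreceptor-like cells had 1239 higher and 819 lower, horizontal cell-like cells 901 and 869, bipolar-like cells 1372 and 798, amacrine-like cells 1468 and 890, RGC-like cells 1086 and 781, and Muller glia-like cells 1674 and 1106. Dorsal-ventral counts with the block were 897 and 872 in RGC-like and 200 and 157 in amacrine-like cells, and 3 clusters were more and 10 less frequent.

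Leaving out 1 library at a time moved the class differences little. Their ranges in percentage points were 14.4 to 14.8 for photoreceptor-like, 3.18 to 3.44 for horizontal cell-like, 33.0 to 33.5 for bipolar-like, -31.6 to -31.2 for amacrine-like, -11.9 to -11.8 for RGC-like, 8.64 to 8.95 for Muller glia-like, -3.64 to -3.55 for progenitor-like and 0.519 to 0.555 for oligodendrocyte-like cells. The RGC-like difference between E16 and E18 ranged from 83.4 to 84.7. The ranges of genes higher and lower were 785 to 1455 and 514 to 848 in photoreceptor-like cells, 899 to 1011 and 904 to 938 in horizontal cell-like cells, 1065 to 1588 and 630 to 896 in bipolar-like cells, 1367 to 1611 and 825 to 1042 in amacrine-like cells, 858 to 1226 and 560 to 910 in RGC-like cells, and 1363 to 1911 and 916 to 1306 in Muller glia-like cells. The low values in photoreceptor-like cells came from leaving out any E18 library (785, 786, 792 and 795 higher), when 4031 to 4055 genes passed the filter against 7584. Dorsal-ventral ranges were 484 to 805 and 375 to 776 in RGC-like cells and 93 to 144 and 90 to 135 in amacrine-like cells. The difference between classes ranged from 15 to 70 and from 9 to 83, lowest without ventral replicate 1. The lowest RGC-like values came without dorsal replicate 2. For clusters the ranges were 2 to 3 and 10 to 11. Where a library was left out of a dorsal-ventral comparison, the lone library of its region was assumed to vary like the others.

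Depth limited the dorsal-ventral comparisons, since the dorsal amacrine-like sums held as few as 118570 UMIs. In simulated data of that depth, edgeR recovered 84 of 200 genes changed 2-fold and 180 of 200 changed 4-fold.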

Other observations

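The tests of W-linked genes and of the number of embryos, those of mixture clusters by UMI count and by their own genes, those of RGC-like clusters by depth, of free globin RNA, of the mix of clusters in RGC-like cells and of shared barcodes were chosen after the result had been seen, as were the settings with thinned cells, equal composition and a shared lowest UMI count. The other tests were set out before their results were known.

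HINTW, a multicopy gene of the W chromosome, which only female birds carry, had 61515 UMIs at E12 and 0 of 66680183 UMIs at E18, which allows up to 0.045 CPM. Of 17 genes placed on W with at least 50 UMIs at E12, 12 were under 1% of their E12 level at E18. This is consistent with E18 cells from male embryos only. The exceptions were NEDD4L at 135%, LOC107055446 at 350%, LOC107049046 at 78.8%, NIPBLL at 7.71% and LOC107049459 at 3.25%. The alternative that E18 reads were counted without the W chromosome is argued against by the 4 of these genes with at least 50 UMIs at E18 (NEDD4L, LOC107055446, LOC107049046 and NIPBLL), as far as the gene table places them on W in the annotation the authors used. A planned comparison with the Z chromosome, of which males carry an additional copy, was undecided: Z genes lay above autosomal genes in 4 of 6 classes in the change to E18 (log2 differences from -0.03 to 0.20), while E12 cells without HINTW exceeded those with it by 0.22 to 0.49. The stage comparison of W genes, HINTW in particular, is therefore not a comparison of stages alone.

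Among cells of at least 2000 UMIs, 15.2% to 18% in the E12 libraries, 57.3% and 59.3% in the dorsal libraries and 42.1% and 42.8% in the ventral libraries had 3 or more HINTW UMIs, while 28.6% to 73.2% of such cells in these 8 libraries had none. A library with cells of 1 embryo would hold HINTW in nearly all or nearly none, so the highest value of 59.3% with 28.6% at 0 argues against 1 embryo per library. A pool of embryos of both sexes stays open. The E18 libraries could hold 1 male or several. Whether libraries of a group shared embryos was not tested, so the p values speak for libraries and not for embryos.

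At E12, 5630 cells lay in clusters that matched a sum of 2 clusters of different classes, and 4 of these clusters, with 4745 cells, paired a bipolar-like with an amacrine-like source. Their median UMI counts were 0.519 to 0.60 of the sum of the source medians, which argues against 2 cells of full RNA content in 1 droplet. Simulated independent pairs of cells had HINTW in 37.7% to 40.9% of cells and simulated cells of 1 embryo in 27.4% to 31.25%. The clusters had 33.7% to 36.2%, which lay between the predictions in all 4 and nearer to the pairs in 2. Each prediction lay outside the 95% Wilson interval in 3 of the 4 clusters, so these simulations decide for neither. Genes above both sources numbered 10 to 74 per cluster, against a median of 126.5 in 34 other clusters, 9 of which had 74 or fewer. Since the clusters had been chosen by their likeness to a sum, this cannot decide whether they are a state with genes of its own. Pairs of cells with partial RNA, or precursor cells between classes, may both give such profiles. With these clusters kept in their best class, the bipolar-like difference between stages fell from 33.4 to 27.4 points.

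The lowest UMI count of E12 barcodes (1106 to 1217 per library) was above that of E18 barcodes (699 to 731), and cells of low RNA content could have been lost at E12. At the same lowest count of 1217 UMIs, the photoreceptor-like difference between stages was 8.20 points instead of 14.6 and the bipolar-like difference 30.1 instead of 33.4, each with an exact permutation p of 0.0286 (n = 4 each). The floor thus does not account for the whole of either difference, though it may account for part of the first. Development of the retina between the stages stays open and was not tested.

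RGC-like cluster 2, frequent in dorsal libraries with a log2 ratio of 3.34, had 639 cells, of which 497 had at least 1000 UMIs. After thinning to 1000 UMIs, 52.5% of these 497 lay in the largest of 5 clusters, whose log2 ratio was 0.45. This is consistent with a part of the lower UMI counts of the dorsal libraries in forming this cluster, though its cells under 1000 UMIs were not in the test. Cluster 5, with NTS and EOMES, had 394 of 404 cells with at least 1000 UMIs and kept 85.3% of these in 1 thinned cluster with a log2 ratio of -2.46. This argues against depth as the whole cause of its lower share in dorsal libraries, although thinning left out more dorsal than ventral cells. A difference in position stays a hypothesis for cluster 5, with sex balance and preparation not tested.

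For RGC-like cells, 900 genes were called between the regions at equal cluster composition, against 997 in as many cells drawn at random. This argues against the mix of these clusters as the whole cause. The clusters were made without the genes called between the regions. Types told apart by those genes may have stayed unbalanced, so a mix of such types stays open. The amacrine-like clusters were made with such genes kept, so the classes are not compared here. In amacrine-like cells, 24 were called against 75, which is consistent with a contribution of the mix of clusters there. Depth and sex balance differed together with region in all 4 libraries, and the labels gave no batches.

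Globin UMIs in E12 cells were concentrated in a cluster led by PTF1A, with 1695 times the globin CPM of the median cluster. Free globin RNA in all droplets would give clusters a like level and is argued against by this ratio. The pooled value leaned on replicate 1, with 52931 CPM in the cluster led by PTF1A against 12493, 8727 and 5901 in replicates 2, 3 and 4. Over all other clusters, that cluster was higher in each library, from 21.7-fold in replicate 3 to 391-fold in replicate 1. In that cluster, 99.97% of the globin UMIs lay in its 10 cells with at least 100 of them, out of 1097 cells. Over E12, 24 of 50211 cells in 12 clusters held 98.0% of all globin UMIs. This is consistent with a red blood cell caught in the same droplet as a retinal cell. Of the list, HBA1 (8017 CPM), HBBA (5973 CPM) and HBM (4131 CPM) were the most abundant in the leading cluster, against 89.0, 64.4 and 58.3 CPM in the others. No biological explanation was tested.

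The dorsal libraries shared 28 cell barcodes where 1.76 were expected by chance, or 2.93% and 2.06% of their barcodes. Of these, 26 (92.9%, 95% Wilson interval 77.4 to 98.0) had both members in the same cluster, against 3.73% of random pairs. The same cells may thus have been read in both libraries, by index exchange during sequencing for example. The smaller member had a median of 0.691 of the UMIs of the larger, and HINTW was in only 1 member of 2 pairs. The ventral libraries shared 14 barcodes with 15.9 expected. No biological explanation was tested.

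Other splits of the 8 whole-retina libraries into groups of 4 were used to ask whether the number of genes called between the stages can arise by chance. In each of the 6 classes, the real split was the only 1 of 35 that gave as many genes, which is the smallest number possible, so a random grouping can be excluded at 0.05. All other splits mixed the stages, and their counts say nothing further.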
